A study of Mus musculus with 3 samples. Its data were reported in "KIF11 prevents retinal endothelial ferroptosis in familial exudative vitreoretinopathy by inhibiting phosphorylation-driven PRDX1 phase separation" (2026).

How the data were processed

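Single-cell RNA sequencing was performed on retinal cells of mice at postnatal day 6, magnetically enriched for vascular cells and microglia with beads against CD31 and CD11b. There were 3 libraries, 1 from wild-type (WT) mice, 1 from *Tspan12* knockout mice (*Tspan12* KO) and 1 from mice with a tamoxifen-induced, endothelial deletion of *Ctnnb1* under *Pdgfb*-iCreER (*Ctnnb1* cKO). Each library came from a pool of mice, and the WT mice were not littermates of the knockout mice. The deposited matrices hold raw UMI counts (a UMI, or unique molecular identifier, marks 1 captured transcript) per gene and cell barcode, which the authors made with Cell Ranger. Every value was a whole number and the lowest total of a barcode was 500 UMIs, so barcodes below that total are not in these counts. Other data sets that the study integrated with these libraries were not used here. The version of Cell Ranger in the matrix headers differs from the one in the methods. The gene table holds 33696 genes, of which 31961 were found in the annotation used here, and the genome build was not settled from the files. No coordinates are therefore given, and genes are named by symbol and Ensembl identifier.

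Cells with at least 250 genes, at least 500 UMIs and at most 15% mitochondrial UMIs were kept. Doublets were scored with Scrublet in scanpy version 1.11.5 in each library, and the highest scores were removed at a rate of 0.8% per 1000 cells, which took out 760 WT, 1656 *Tspan12* KO and 665 *Ctnnb1* cKO cells. Scrublet's automatic threshold was not used: it called 0 cells in the WT library, 2 in the *Tspan12* KO library and 369 in the *Ctnnb1* cKO library. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes and 30 principal components were taken, and a shared-neighbour graph over 20 neighbours was clustered with leidenalg version 0.10.2 at resolution 1. No batch integration was applied, because the library and the genotype are the same split. The 33 clusters were named from fixed markers of 19 classes, and the names stand for cells like that class. A name required at least 3 markers at a log2 fold of 1 or more over all other cells, each detected in at least 10% of the cluster. A cluster stayed unnamed if another class had more markers among its 10 leading genes. It also stayed unnamed if its median UMIs were under 33.3% of its library's median and none of the class's markers was among those 10 genes. This left out a cluster of 1127 cells that best matched bipolar cells and 1 of 392 cells that best matched Muller glia. A further requirement, a mean log2 fold of the class's markers of at least 0.5, was added after the clusters were seen. It left unnamed 2 clusters that best matched bipolar cells and held 28.7% of WT, 11.7% of *Tspan12* KO and 1.37% of *Ctnnb1* cKO cells. Endothelial cells (ECs) were clustered again in the same way into 11 subclusters.

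UMIs were summed over the cells of a class in each library and divided by their total, and are given as CPM, the usual scaling of counts to a common total. Each knockout library was set against the WT library as a log2 ratio. With 1 library per group there is no replicate check, so no p-value, standard error or number of changed genes is given. Intervals are at 95% and cover counting error only: exact Poisson for CPM, exact conditional binomial for log2 ratios and exact Clopper-Pearson for shares. Where a count was 0, the floor was 3 counts of the total. A gene's knockout allele can keep its 3' end, so counts of the targeted genes were not used to judge the labels. Scaling by trimmed mean of M values (TMM, edgeR version 4.0.16 in R version 4.3.3) served as the alternative to total UMIs.

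For the share of cycling cells, each cell was thinned at random to 2000 UMIs, cells with fewer were left out, and a cell was called cycling with at least 3 UMIs over 12 G2/M rule genes that do not include *Kif11*. Fixed lists covered G2/M (54 genes, without *Kif11*), S phase (42), beta-catenin targets (18), ferroptosis (22) and autophagy and lysosome (18). The median log2 ratio (CPM plus a pseudocount of 5) of the members with at least 50 UMIs in ECs was ranked among 10000 random lists of the same size, matched on expression in 20 bins. Its counting interval came from counts redrawn from Poisson distributions. The Pearson correlation across genes between the knockout libraries was set against 100 simulated draws of unchanged libraries sharing 1 control, with counting error only. The numerical work used Python version 3.11.15, numpy version 2.4.6, pandas version 2.3.3 and scipy version 1.17.1.

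The lists, the markers, the rule genes, the main settings and most alternatives were chosen before the data were examined. So was the rule for the genes named: *Kif11*, *Tspan12*, *Ctnnb1*, *Apcdd1*, *Plvap*, *Axin2*, *Mki67*, *Slc2a1*, *Dkk1*, *Prdx1*, *Gpx4*, members of the fixed lists, and the 5 genes with the largest rise and the 5 with the largest fall in both knockout libraries. The latter were ranked by the smaller of the absolute log2 ratios among genes with at least 200 UMIs in ECs and at least 2 times the CPM of non-endothelial cells, leaving out mitochondrial, ribosomal protein, haemoglobin, sex-linked *Xist* and Y-chromosome genes. Part of the genes that met this rule are not reported here. *Six3*, *Isg15*, *Malat1*, *Rps28*, *Rpl35*, *Atp5k*, an interferon list of 8 genes and a Y-chromosome list of 4 genes were chosen after their values were seen.

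The alternatives were no doublet removal and a stricter cell filter (500 genes, 1000 UMIs, 10% mitochondrial UMIs). Clusters of each library on its own and resolutions of 0.5 and 2 were also used. A marker gate for ECs without clusters required at least 3 of 8 endothelial markers and fewer than 3 microglia markers. Others were TMM, a mean over cells in place of summed counts, and subtraction of the ambient RNA profile. The ambient share of EC UMIs, estimated from rod genes, was 5.33% in the WT, 6.82% in the *Tspan12* KO and 7.06% in the *Ctnnb1* cKO library. Further alternatives were thinning to 1000 or 4000 UMIs, at least 2 or 5 rule UMIs, proliferative-like subclusters, pseudocounts of 1 and 20 CPM, gene minimums of 10 and 200 UMIs, and ECs not called cycling. On simulated data with 13296 genes, 200 of them changed, the intervals held the true value for 95.6% of genes at the *Tspan12* KO depth and 95.5% at the *Ctnnb1* cKO depth. The direction was recovered for 88.5% and 94% of the changed genes.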

Results

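To follow retinal vascular cells without Norrin/beta-catenin signaling, droplet libraries of mouse retinas at postnatal day 6 were compared across 3 genotypes, with 1 library each. The WT library held 9951 barcodes and 92684519 UMIs, the *Tspan12* KO library 14426 barcodes and 137114957 UMIs, and the *Ctnnb1* cKO library 9151 barcodes and 37008362 UMIs. Median UMIs per barcode were 4974 in WT, 3166 in *Tspan12* KO and 2790 in *Ctnnb1* cKO. Median mitochondrial shares were 2.31%, 1.80% and 0.374% in the same order. After filtering and doublet removal, 8989 WT, 12732 *Tspan12* KO and 8451 *Ctnnb1* cKO cells remained. As the design has no replicate libraries, genotype and library cannot be separated in any comparison here.

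The cells were first assigned to classes to find the ECs. ECs numbered 541 in the WT library, a share of 6.02% (5.54 to 6.53%), and 294 in the *Tspan12* KO library, a share of 2.31% (2.06 to 2.59%). In the *Ctnnb1* cKO library 2712 cells were ECs, or 32.1% (31.1 to 33.1%). Microglia made up 3.22% of WT, 2.89% of *Tspan12* KO and 25.2% of *Ctnnb1* cKO cells. Magnetic enrichment sets these shares, so they describe the libraries. When each library was clustered on its own, 9.41% of the *Ctnnb1* cKO library were named microglia. The naming rule set this value, as a cluster of 1285 cells with all 8 microglia markers stayed unnamed, and with such clusters the share was 24.6%. Cells in unnamed clusters made up 44.5% of WT, 53.8% of *Tspan12* KO and 15.5% of *Ctnnb1* cKO cells. ECs differed in depth, with medians of 15891 UMIs in WT, 15973.5 in *Tspan12* KO and 3364.5 in *Ctnnb1* cKO. They also fell into different clusters. Of 1867 cells in the largest EC cluster, led by *Aqp1*, *Ifitm3*, *Isg15* and *Xaf1* among others, 1773 came from the *Ctnnb1* cKO library, and a further cluster of 578 ECs held 567 from it. A cluster taken mostly from 1 library cannot be separated from a difference between libraries, so it is not read as an EC type.

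**Figure D1:**
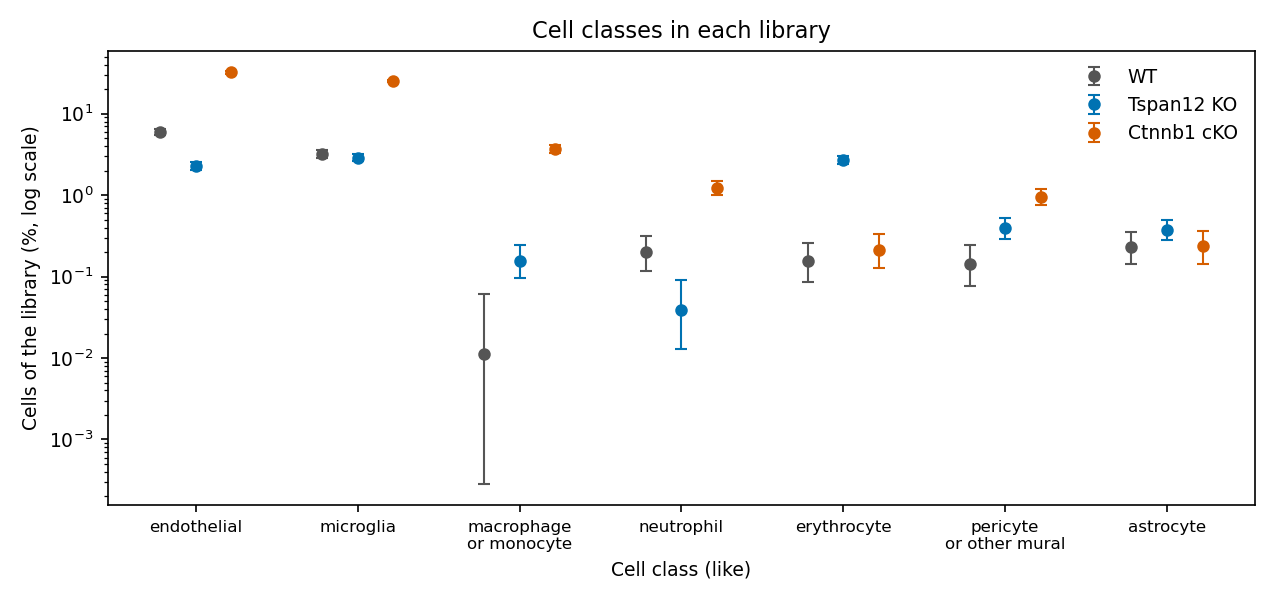
Share of cells (%, log scale) in each named class per library, with exact Clopper-Pearson 95% intervals for counting error. ECs and microglia made up 32.1% and 25.2% of the *Ctnnb1* cKO library, above both other libraries.

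The targeted genes were examined first. *Tspan12* (ENSMUSG00000029669) was present at 95.9 CPM in WT ECs and 85.0 CPM in *Tspan12* KO ECs, a log2 ratio of −0.17 (−0.31 to −0.04). It reached 40.1 CPM in *Ctnnb1* cKO ECs, a log2 ratio of −1.26. *Ctnnb1* (ENSMUSG00000006932) was present at 524 CPM in WT ECs and 445 CPM in *Ctnnb1* cKO ECs, a log2 ratio of −0.24 (−0.28 to −0.19). In microglia, which the Cre driver does not target, the log2 ratio of *Ctnnb1* in the same library was −0.58 (−0.74 to −0.41). In *Tspan12* KO ECs *Ctnnb1* reached 610 CPM, a log2 ratio of 0.22. The marker gate moved these results most, to −0.80 for *Tspan12* in *Tspan12* KO and to the opposite direction, 0.17, for *Ctnnb1* in *Ctnnb1* cKO. TMM scaling raised every gene of the *Ctnnb1* cKO ECs by 0.13 on the log2 scale and left *Ctnnb1* at −0.10.

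Whether *Kif11* falls in ECs without the pathway was the main question. *Kif11* (ENSMUSG00000012443) was counted at 793 UMIs or 48.1 CPM (44.8 to 51.6) in WT ECs. There were 278 UMIs or 40.5 CPM (35.9 to 45.6) in *Tspan12* KO ECs, a log2 ratio of −0.25 (−0.45 to −0.05). In *Ctnnb1* cKO ECs 345 UMIs or 26.7 CPM (23.9 to 29.7) were found, a log2 ratio of −0.85 (−1.04 to −0.67), or −0.72 after the TMM shift. The alternative that moved both values most set *Kif11* against the UMIs of the 12 rule genes. The log2 ratio was then 0.16 (−0.04 to 0.36) in *Tspan12* KO and −0.26 (−0.45 to −0.08) in *Ctnnb1* cKO. This alternative was chosen after the data were seen. At 2000 UMIs per cell, 7.66% of WT, 6.34% of *Tspan12* KO and 4.45% of *Ctnnb1* cKO ECs held a *Kif11* UMI, with 19, 26 and 823 shallower ECs left out. Without thinning the shares were 31.4%, 27.2% and 7.93%. Rods served as background, with 0.834%, 1.98% and 2.25% of thinned cells at median depths of 3111, 2357 and 4029 UMIs. The share in ECs lay above that in rods, with separate intervals in WT and *Tspan12* KO. In *Ctnnb1* cKO the intervals overlapped, at 3.56 to 5.48% in ECs and 1.29 to 3.63% in rods, which does not show equal shares. The rule genes were at 430 CPM in these rods, against 124 CPM in WT rods. Rods were therefore not a background free of cell-cycle transcripts there.

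The study placed *Kif11* in proliferative ECs, so the share of cycling cells was measured separately. In thinned cells 160 of 522 WT ECs were cycling, or 30.7% (26.7 to 34.8%). There were 58 of 268 in *Tspan12* KO, or 21.6% (16.9 to 27.1%), and 334 of 1889 in *Ctnnb1* cKO, or 17.7% (16.0 to 19.5%). Without thinning, where deeper cells pass more readily, the shares were 59.9%, 49.7% and 22.8%. Among the alternatives with thinning, 4000 UMIs moved them most, to 41.0%, 37.4% and 31.7%. Proliferative-like subclusters in place of the rule, without thinning, gave 33.1% (29.1 to 37.2%) in WT and 33.7% (28.3 to 39.4%) in *Tspan12* KO. These intervals overlapped, so a lower share in *Tspan12* KO than in WT depended on this choice. Within cycling ECs *Kif11* was at 95.5 CPM in WT, 91.0 CPM in *Tspan12* KO and 93.9 CPM in *Ctnnb1* cKO. The log2 ratios were −0.07 (−0.30 to 0.16) and −0.02 (−0.24 to 0.19), so a difference was not detectable with this rule at this depth. In ECs not called cycling, *Kif11* was at 12.8, 14.6 and 7.37 CPM in the same order. The log2 ratio there was 0.19 (−0.26 to 0.64) in *Tspan12* KO and −0.80 (−1.25 to −0.36) in *Ctnnb1* cKO. Per 100 rule-gene UMIs *Kif11* was at 3.37, 3.91 and 2.69 in cycling ECs of WT, *Tspan12* KO and *Ctnnb1* cKO. In ECs not called cycling it was at 2.93, 3.11 and 2.62. The *Tspan12* KO log2 ratio per total UMIs in cycling ECs ranged from −0.40 (−0.62 to −0.19) with the marker gate to 0.13 with thinning to 1000 UMIs. In proliferative-like subclusters it was −0.37 (−0.59 to −0.16), so the outcome depended on how cycling ECs were defined.

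**Figure D2:**
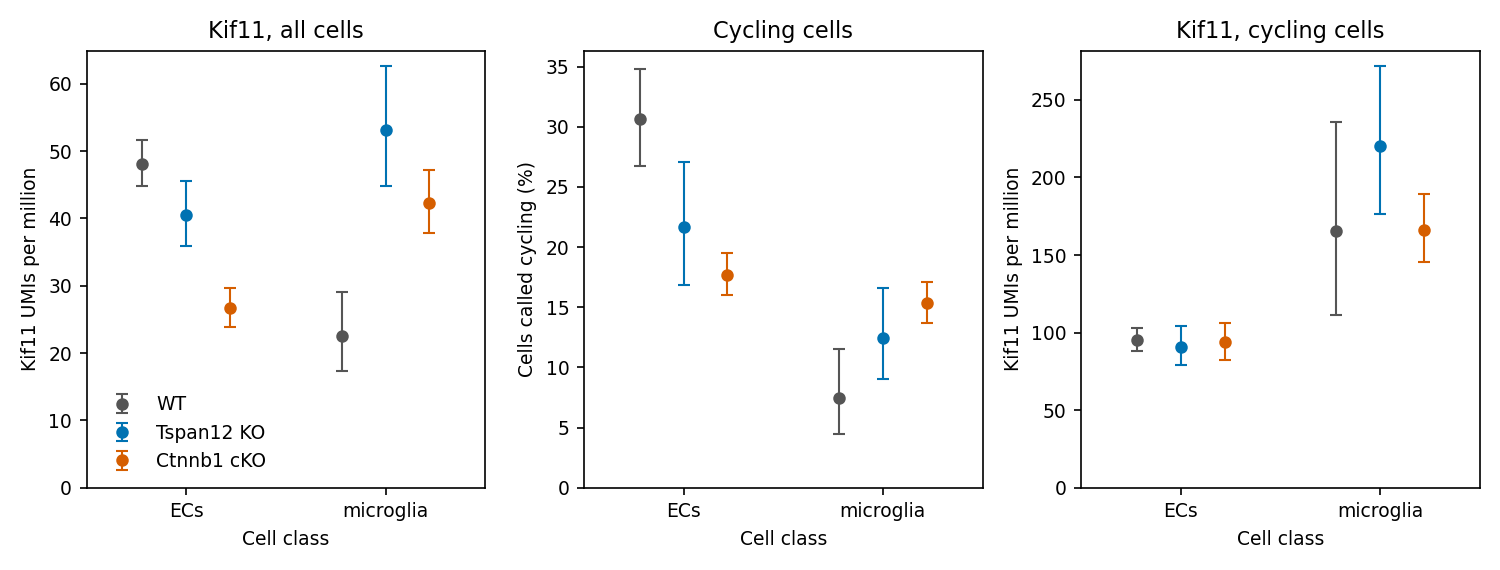
*Kif11* CPM in all cells (left), share of cells called cycling (%) at 2000 UMIs (middle) and *Kif11* CPM in cycling cells (right) for ECs and microglia in each library, with exact 95% counting intervals. In cycling ECs the 3 libraries lay between 91.0 and 95.5 CPM.

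Cells other than ECs were examined in the same libraries, microglia first. *Kif11* was at 22.6 CPM in WT, 53.2 CPM in *Tspan12* KO and 42.3 CPM in *Ctnnb1* cKO microglia. The log2 ratios were 1.24 (0.79 to 1.69) and 0.91 (0.51 to 1.33), opposite in sign to those in ECs. In *Tspan12* KO this value moved most, to 0.62, when no doublets were removed. In *Ctnnb1* cKO it moved most, to 1.79, when each library was clustered on its own, where most microglia stayed unnamed. With these cells it was 0.94, and without doublet removal it was 0.40. Cycling microglia made up 7.47% (4.49 to 11.5%) in WT, 12.5% (9.01 to 16.6%) in *Tspan12* KO and 15.3% (13.7 to 17.1%) in *Ctnnb1* cKO, with 48, 55 and 340 shallower cells left out. Without thinning they made up 19.4%, 15.2% and 17.1%. Rods had log2 ratios of 0.51 (−0.0027 to 1.04) and 0.83 (0.20 to 1.45) per total UMIs, above 0 as in microglia in *Ctnnb1* cKO. No such rise was seen in retinal progenitors or in all non-endothelial cells together. In all non-endothelial cells the log2 ratio of *Kif11* was −0.40 (−0.49 to −0.30) in *Tspan12* KO and 0.01 (−0.13 to 0.16) in *Ctnnb1* cKO. In retinal progenitors it was −0.40 (−0.60 to −0.21) and −2.28 (−2.66 to −1.93). The progenitor values compare different cell mixes. A cluster led by cell-cycle genes held 316 of 337 WT, 161 of 213 *Tspan12* KO and 107 of 642 *Ctnnb1* cKO progenitors. It held 64 of the 67 *Kif11* UMIs of the *Ctnnb1* cKO progenitors. In *Tspan12* KO a fall was thus also seen in progenitors and in the pooled non-endothelial cells. That pool also differed in cell mix. Progenitors held 943 of its 1639 *Kif11* UMIs in WT and 274 of 2000 in *Tspan12* KO. Whether the fall was limited to ECs was not settled. In retinal progenitors, set against the rule genes, the log2 ratio of *Kif11* was 0.01 in *Tspan12* KO and −0.52 (−0.90 to −0.17) in *Ctnnb1* cKO. In rods, also set against the rule genes, it was 0.59 (0.08 to 1.12) and −0.97 (−1.60 to −0.34), from 96 and 43 *Kif11* UMIs against 48 in WT.

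The readouts of the pathway in ECs went in different directions. *Apcdd1* (ENSMUSG00000071847) was at 156 CPM in WT, 197 CPM in *Tspan12* KO and 98.1 CPM in *Ctnnb1* cKO ECs. Its log2 ratios were 0.34 (0.24 to 0.43) in *Tspan12* KO and −0.67 (−0.77 to −0.57) in *Ctnnb1* cKO, or −0.53 after the TMM shift. The rise in *Tspan12* KO turned to −1.36 without 1 EC subcluster of both knockout libraries that was nearly absent from WT, an alternative chosen after the data were seen. It also turned to −0.14 with the marker gate, −0.33 in cycling ECs and was −0.0034 as a mean over cells. *Plvap* (ENSMUSG00000034845) was at 112 CPM in WT, 344 CPM in *Tspan12* KO and 296 CPM in *Ctnnb1* cKO ECs. Its log2 ratios were 1.62 (1.54 to 1.71) and 1.41 (1.33 to 1.49), and the marker gate moved them to 0.89 and 2.004. In *Ctnnb1* cKO the value moved most, to 0.67, without 2 EC subclusters of that library, an alternative chosen after the data were seen. *Axin2* rose from 13.5 CPM in WT to 31.2 CPM and 33.8 CPM, with log2 ratios of 1.20 (0.93 to 1.48) and 1.32 (1.08 to 1.56). *Lef1* rose by 0.50 and 0.43, *Slc2a1* by 0.37 and 0.59 and *Nkd1* by 1.98 and 0.34 on the log2 scale. In contrast, *Cldn5* had log2 ratios of −0.81 and −1.12, *Mfsd2a* of −1.10 and −1.11, and *Slc38a5* of −3.21 and −2.93. *Dkk1* had 0 UMIs in ECs of all 3 libraries, which allows up to 0.182 CPM in WT, 0.437 CPM in *Tspan12* KO and 0.232 CPM in *Ctnnb1* cKO. In *Ctnnb1* cKO ECs, *Mki67* had a log2 ratio of −0.24, *Prdx1* of −0.67 and *Gpx4* of −0.28. In *Tspan12* KO ECs these were −0.47, 0.37 and −0.31.

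**Figure D3:**
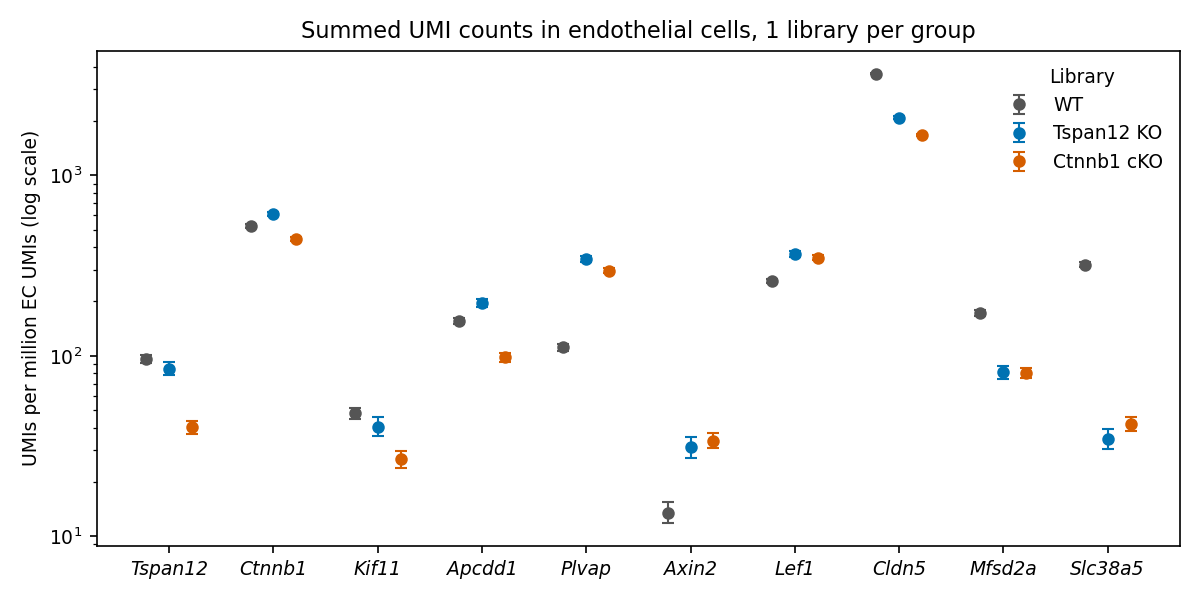
UMIs of 10 genes per total EC UMIs (CPM, log scale) in each library, with exact Poisson 95% intervals for counting error. *Plvap* lay at 112 CPM in WT and at 344 and 296 CPM in the *Tspan12* KO and *Ctnnb1* cKO libraries, while *Slc38a5* lay at 320.5 CPM in WT and at 34.7 and 42.0 CPM in them.

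Fixed lists were then compared between the libraries, with percentiles among random lists as a description of these libraries. The G2/M list had a median log2 ratio of −0.29 in *Tspan12* KO and −0.60 in *Ctnnb1* cKO, below all random lists in both. The S phase list had medians of −0.10 at percentile 1.39 and −0.54 below all random lists. In ECs not called cycling the *Tspan12* KO medians turned to 0.08 for G2/M and 0.12 for S phase. The beta-catenin targets, of which 15 of 18 were counted well enough, had medians of −0.05 at percentile 34.5 and −0.25 at percentile 25.8. In *Ctnnb1* cKO this median turned to 0.22 with the marker gate. The ferroptosis list, with 21 of 22 genes, had medians of −0.07 at percentile 20.4 and −0.40 at percentile 2.81. The autophagy and lysosome list had medians of 0.00 at percentile 53.0 and 0.15 at percentile 95.6. After the TMM shift, the *Ctnnb1* cKO medians were −0.48 for G2/M, −0.43 for S phase, −0.13 for beta-catenin targets, −0.26 for ferroptosis and 0.28 for autophagy and lysosome.

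**Figure D4:**
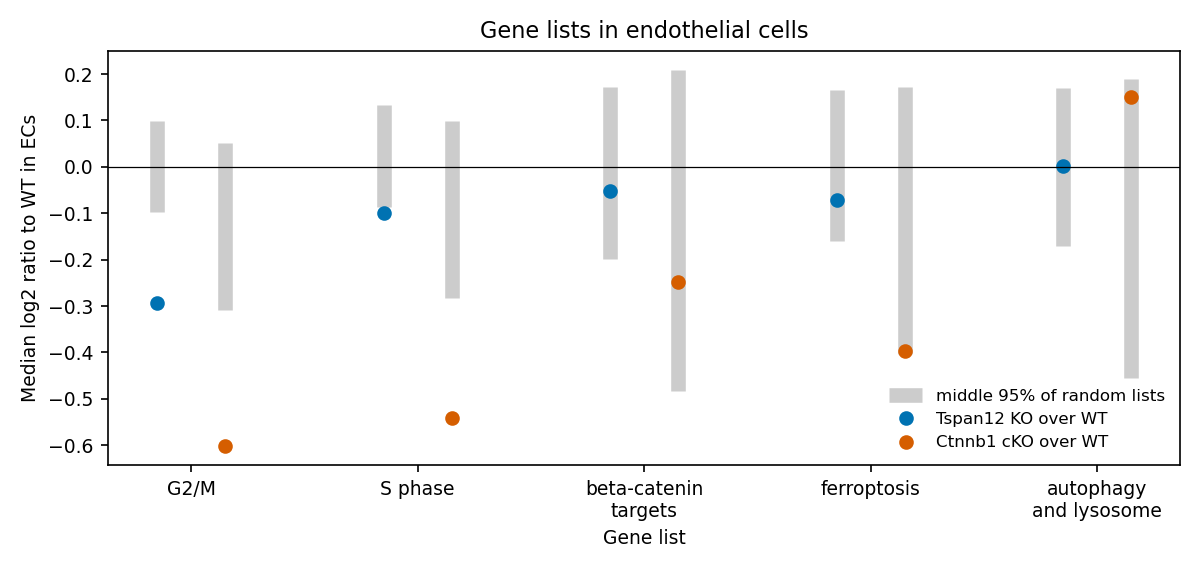
Median log2 ratio to WT of 5 fixed gene lists in ECs (points) for each knockout library, with the middle 95% of 10000 random lists (grey bars). The G2/M medians, −0.29 and −0.60, lay below the bars.

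Across all 13296 genes with at least 50 UMIs, the log2 ratios of the knockout libraries had a Pearson r of 0.442. Unchanged libraries sharing the WT control gave a mean r of 0.361 and a highest of 0.386 in simulation, from shared counting error alone. Differences of the WT library from both others beyond counting error were not simulated. The simulated values therefore do not show how much of the 0.442 came from the shared control. This correlation is across genes, which are not independent replicates, and it moved most, to −0.0322, with the marker gate. The 5 genes with the largest rise in both libraries were *Aqp1*, *Slco1a4*, *Ramp3*, *Acer2* and *Itih5*. *Aqp1* (ENSMUSG00000004655) rose from 3.88 CPM to 79.7 CPM in *Tspan12* KO and 207 CPM in *Ctnnb1* cKO, and the log2 ratios of all 5 with the pseudocount ran from 1.74 to 4.58. Among the genes with the largest fall were *Slc38a5*, *Lsmem1* and *Angptl4*, with log2 ratios from −3.04 to −1.91 with the pseudocount. Without the pseudocount, *Lsmem1* in ECs had log2 ratios of −4.91 in *Tspan12* KO and −5.56 in *Ctnnb1* cKO. On the same scale it also fell in microglia, with log2 ratios of −3.87 and −5.80.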

Values the study reported

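The study reported 78,830 retinal cells after quality control, of which 5338 were ECs. These totals cover its own P6 libraries joined with public data sets of P6, P26 and P60 retinas.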

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

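In this part, the tests of *Kif11* on transcript length, sex mix and free RNA were chosen before their results were seen. The tests per rule-gene UMI, the ratios per 100 microglia and the haemoglobin tests of erythrocyte-like cells were chosen only after the result was seen. The stricter filter on the latter was set earlier, but it was read with the haemoglobin limit.

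*Kif11* moved in opposite directions in ECs and microglia of the same libraries. Its log2 ratio to WT was −0.25 in ECs and 1.24 in microglia of the *Tspan12* KO library, and −0.85 in ECs and 0.91 in microglia of the *Ctnnb1* cKO library. The difference between the cell types was not itself tested. In *Tspan12* KO the value was also below 0 in all non-endothelial cells, at −0.40 (−0.49 to −0.30). That pool differed in cell mix between the libraries, so whether the fall was limited to ECs was not settled. In microglia of the *Ctnnb1* cKO library, *Kif11* per rule-gene UMI had a log2 ratio of −0.35 (−0.75 to 0.07), so a larger share of cycling microglia may account for the rise there. In microglia of the *Tspan12* KO library the same ratio was 0.67 (0.23 to 1.13), which argues against cycling alone. When no doublets were removed, the rises were 0.62 and 0.40.

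For the fall of *Kif11* in *Ctnnb1* cKO ECs, several technical explanations were tested. Against genes of its transcript length *Kif11* still had a log2 ratio of −0.80. In ECs with Y-chromosome and no *Xist* UMIs it was −0.74 (−1.09 to −0.40), and with the ambient profile subtracted it was −0.87. These values argue against a length trend, the sex mix and free RNA. Per rule-gene UMI the log2 ratio was −0.26 (−0.45 to −0.08), against −0.85 per total UMIs. Per total UMIs the log2 ratio was −0.02 (−0.24 to 0.19) in cycling ECs and −0.80 (−1.25 to −0.36) in ECs not called cycling. Per 100 rule-gene UMIs, however, *Kif11* went from 3.37 in WT to 2.69 in *Ctnnb1* cKO in cycling ECs. In ECs not called cycling it went from 2.93 to 2.62. The groups thus also differed in rule-gene level, so this split does not settle the question. Outside the Cre driver, *Kif11* per rule-gene UMI was −0.52 (−0.90 to −0.17) in retinal progenitors and −0.97 (−1.60 to −0.34) in rods. Per total UMIs, however, *Kif11* was 0.83 (0.20 to 1.45) in rods, where the rule genes rose by 1.80. It was 0.01 (−0.13 to 0.16) in all non-endothelial cells. In progenitors it was −2.28 (−2.66 to −1.93), with the rule genes at −1.76. Of the progenitors, 316 of 337 in WT but 107 of 642 in *Ctnnb1* cKO were in a cluster led by cell-cycle genes. The −2.28 thus compares different cell mixes. In that cluster alone *Kif11* per rule-gene UMI was −0.49 (−0.88 to −0.13). No fall common to all cells was seen, and whether a library effect reaches rods stays open. A difference between the libraries that also reaches progenitors could contribute, and it would lower the measure in ECs as well. A smaller share of cycling ECs and a fall of *Kif11* beyond it thus cannot be told apart. The interval of −0.75 to 0.07 in microglia includes 0 and the EC value, so there an effect of the library and none cannot be told apart. An effect of the genotype in ECs stays open and untested, because genotype and library are the same split.

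Macrophage- or monocyte-like cells, a class outside the main comparisons, made up 0.157% of the *Tspan12* KO and 3.67% of the *Ctnnb1* cKO library, above 0.0111% in WT. A higher yield of the CD11b beads would raise microglia as well. There were 14.6 such cells (12.9 to 16.4) per 100 microglia in *Ctnnb1* cKO and 5.43 in *Tspan12* KO, against 0.346 in WT, which argues against yield alone. Different tissue carried along in dissection was not tested, and an effect of the genotype stays open and untested.

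Neutrophil-like cells made up 1.22% of the *Ctnnb1* cKO library, above 0.2002% in WT. Per 100 microglia there were 4.84 (3.93 to 5.90) in *Ctnnb1* cKO and 6.23 (3.64 to 10.02) in WT, as a higher yield of CD11b-positive cells would leave it. In *Tspan12* KO, however, there were 1.36 (0.44 to 3.20) from 5 cells, below WT at a close share of microglia. The ratio was therefore not constant without a higher yield, and such a yield and other causes cannot be told apart. An effect of the genotype was not tested.

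Erythrocyte-like cells made up 2.71% of the *Tspan12* KO library, above 0.156% in WT, at a median depth of 771 UMIs. With each library clustered on its own the share was 0.762% (0.618 to 0.929%) in *Tspan12* KO, against 0 of 8989 cells (0 to 0.041%) in WT. No WT cluster was named erythrocyte there, although 9 WT cells held at least 10% haemoglobin UMIs, so this 0 depends on the naming. Of the 345 *Tspan12* KO cells, 226 or 65.5% then fell in an unnamed cluster, at a median of 663.5 UMIs and with 0.0339% haemoglobin UMIs, against 0.117% in all cells. A further 70 fell in the cluster named erythrocyte, with 43.3% haemoglobin UMIs. Shallow barcodes without haemoglobin could therefore account for most of the class. Among cells that pass the stricter filter, with their names kept, the share was 1.08% (0.889 to 1.31%), against 0.0710% in WT, but clustered anew under that filter no cluster was named erythrocyte. Cells with at least 10% haemoglobin UMIs made up 0.201% (0.123 to 0.31%) there, against 0.0947% (0.0409 to 0.187%) in WT. The shares by name lay above WT but depended on the naming, and the intervals of these haemoglobin-rich cells overlapped. Whether erythrocytes rose beyond shallow barcodes thus cannot be told apart from no rise. Blood left in the tissue and the genotype were not tested.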

How the results depend on the processing

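The alternatives per rule-gene UMI, in ECs called cycling, without given EC subclusters and with the unnamed clusters that match microglia were chosen after seeing the data. Over 35 results the alternatives gave 367 values. Of these, 261 stayed in the counting interval of the reported value, 96 lay outside it with the same direction or with no call, and 10 turned the direction. Resolution 2, gene minimums of 10 and 200 UMIs and the removal of the EC subcluster led by rod and haemoglobin genes left each result they were run on within its interval. Values below are in the order *Tspan12* KO, then *Ctnnb1* cKO, and gene and list values are log2 ratios. The cause was not tested, except where stated.

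The marker gate moved most of the EC results. It gave −0.80 for *Tspan12* in *Tspan12* KO and turned *Ctnnb1* in *Ctnnb1* cKO to 0.17. *Kif11* in *Tspan12* KO was −0.51 in all ECs and −0.40 in cycling ECs. *Apcdd1* turned to −0.14 and was −0.10, and *Plvap* was 0.89 and 2.004. The cycling share was 23.7% in WT and 14.9% in *Ctnnb1* cKO. Medians were −0.46 and −0.53 for G2/M, −0.28 and −0.45 for S phase, and −0.18 and, turned, 0.22 for beta-catenin targets. The autophagy and lysosome median was 0.0679 in *Tspan12* KO, and the correlation turned to −0.0322. Here the construction shows a cause, as the gate took other cells. Of the gated cells, 65.7% in WT, 52.0% in *Tspan12* KO and 94.8% in *Ctnnb1* cKO were in EC clusters, and those outside had medians of 13587, 37894.5 and 5082 UMIs. The gate also missed 119, 41 and 517 ECs, with medians of 60658, 32386 and 7621 UMIs, which held 51.4%, 18.9% and 36.6% of the EC UMIs. Cells with at least 3 microglia markers were outside the gate, and how many ECs were missed for this was not counted.

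A mean over cells gave −0.41 for *Ctnnb1* in *Ctnnb1* cKO, −0.63 for *Kif11* in *Tspan12* KO ECs and −0.31 for it in cycling ones. It took *Apcdd1* to −0.0034, past 0, and −0.99, *Plvap* to 1.42 and 1.29, and *Kif11* in microglia to 0.72 and 0.50. Medians were −0.44 and −0.68 for G2/M, and in *Ctnnb1* cKO −0.46 for S phase and 0.24 for autophagy and lysosome. The correlation was 0.386. TMM moved *Ctnnb1* cKO values by its common shift: −0.10 for *Ctnnb1*, −0.53 for *Apcdd1*, 1.54 for *Plvap*, −0.48 for G2/M, −0.43 for S phase, −0.13 for beta-catenin targets, −0.26 for ferroptosis and 0.28 for autophagy and lysosome.

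In ECs not called cycling, *Apcdd1* was 0.47 and −0.95, and *Plvap* in *Ctnnb1* cKO was 1.54. The medians turned to 0.0774 for G2/M and 0.12 for S phase in *Tspan12* KO, and were −0.46 and −0.38 in *Ctnnb1* cKO. They were 0.0973 and −0.49 for beta-catenin targets and −0.0948 and 0.0439 for autophagy and lysosome. Leaving out cycling cells removes cell-cycle transcripts by construction. In ECs called cycling, *Apcdd1* turned to −0.33 and was −0.14, and *Plvap* in *Ctnnb1* cKO was 1.12. Without the 2 subclusters of that library with the most *Plvap*, it was 0.67. Without the subcluster nearly absent from WT, *Apcdd1* turned to −1.36 and was −0.80. Per rule-gene UMI, *Kif11* turned to 0.16 and was −0.26.

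Without doublet removal, *Apcdd1* in *Tspan12* KO was 0.23, *Kif11* in microglia was 0.62 and 0.40, ECs and microglia made up 31.1% and 26.6% of *Ctnnb1* cKO cells, and the correlation was 0.412. The stricter cell filter gave 2.81% ECs and 3.38% microglia in *Tspan12* KO and 27.8% microglia in *Ctnnb1* cKO. With each library clustered on its own, microglia made up 2.04% of WT and 9.41% of *Ctnnb1* cKO cells, where *Kif11* was 1.79 and 35.8% were cycling. These values come from the naming rule, which left 1285 *Ctnnb1* cKO and 124 WT cells with all 8 microglia markers up unnamed. With them the shares were 3.42% and 24.6%, *Kif11* in *Ctnnb1* cKO was 0.94 and 15.3% were cycling, all within the counting intervals. Resolution 0.5 gave 2.11% microglia in WT and 2.27% in *Tspan12* KO, and a G2/M median of −0.32 in *Tspan12* KO. Subtraction of ambient RNA gave a ferroptosis median of −0.48 in *Ctnnb1* cKO and a correlation of 0.494.

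Cycling shares follow the depth and the minimum of rule UMIs by construction. In ECs of WT, *Tspan12* KO and *Ctnnb1* cKO they were 20.8%, 10.2% and 9.99% at 1000 UMIs, 41.0%, 37.4% and 31.7% at 4000 UMIs, 36.2%, 30.2% and 23.4% with 2 rule UMIs, and 21.5%, 10.1% and 12.1% with 5. In microglia they were 6.997% and 10.1% at 1000 UMIs and 6.71% and 12.4% with 5 rule UMIs in the knockout libraries, and 30.03% at 4000 UMIs and 19.8% with 2 rule UMIs in *Ctnnb1* cKO. Proliferative-like subclusters gave 33.7% and 15.5% of ECs, with *Kif11* in them at −0.37 and 0.20. At 1000 UMIs *Kif11* in cycling *Ctnnb1* cKO ECs was 0.21. A pseudocount of 20 CPM shrank ratios by construction, to −0.23 and −0.47 for G2/M, and in *Ctnnb1* cKO to −0.35 for S phase, −0.19 for beta-catenin targets and −0.34 for ferroptosis. A pseudocount of 1 CPM gave −0.63 for S phase in *Ctnnb1* cKO.

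Depth limits the comparison of *Kif11* within cycling cells, since 58 *Tspan12* KO ECs and 18 WT microglia were called cycling. It also limits the *Ctnnb1* cKO shares, where 30.3% of ECs were too shallow for thinning.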

Other observations

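In this part, the tests of *Apcdd1* on free RNA and sex mix, of *Plvap* on free RNA and of the interferon genes in microglia on free RNA were chosen before their results were seen. The other tests were chosen only after the result was seen.

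*Apcdd1* was higher in *Tspan12* KO than in WT ECs. With the ambient profile subtracted its log2 ratio was 0.37, and in ECs with *Xist* and no Y-chromosome UMIs it was 0.33 (0.15 to 0.51), which argues against free RNA and the sex mix. ECs were clustered again without the beta-catenin targets, which include *Apcdd1*. Of 223 cells in 1 of these subclusters, 1 was from WT, 62 from *Tspan12* KO and 160 from *Ctnnb1* cKO. Without it the ratio was −1.36, so the rise may rest on these ECs. Their leading genes were *Slco1a4*, *Six3os1*, *Pid1* and *Itih5*. Whether they reflect the genotype or the library was not tested.

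*Plvap* was higher in *Ctnnb1* cKO than in WT ECs. With the ambient profile subtracted the log2 ratio was 1.41, which argues against free RNA. In *Ctnnb1* cKO, 2 EC subclusters of 295 and 218 cells from that library, at 855 and 776 CPM, held 29.6% and 21.5% of its *Plvap* UMIs. Without them the ratio was 0.67 (0.58 to 0.76), which argues against these subclusters as the whole cause. Of the *Ctnnb1* cKO ECs, 96.5% were in subclusters with at least 95% of their cells from that library, as were 323 of its 334 cycling ECs. EC populations found in that library alone and a rise within shared populations therefore cannot be told apart. The genotype is an open explanation, untested against other differences between the libraries.

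The interferon list of 8 genes, chosen after seeing *Isg15* and *Xaf1* lead an EC cluster, had a median log2 ratio of −0.07 at percentile 23.6 in *Tspan12* KO ECs and 3.02, above all random lists, in *Ctnnb1* cKO ECs. In *Ctnnb1* cKO ECs *Isg15* was at 166 CPM, against 19.1 CPM in WT. The median was 1.41 in microglia and 0.80 in rods of the *Ctnnb1* cKO library, so a response in all cells of that pool may contribute. In microglia 1.23 remained with the ambient profile subtracted, and ECs stayed 3.16 above genes of like transcript length. These values argue against RNA of ECs carried into microglia and against better capture of short transcripts. An infection or other difference in housing was not tested, and the genotype stays open.

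Short transcripts were examined because some short ribosomal protein genes and *Malat1* differed between the libraries. *Malat1* was at 4470 CPM in WT, 3111 CPM in *Tspan12* KO and 18447 CPM in *Ctnnb1* cKO ECs. Transcript length and the log2 ratio in *Ctnnb1* cKO had a rank correlation across genes of 0.0214 in ECs and −0.00557 in microglia. These values argue against a trend with transcript length. *Rps28*, *Rpl35*, *Atp5k* and *Malat1* nevertheless rose in ECs of that library, with log2 ratios of 2.59, 2.57, 2.05 and 2.05. They rose as well in microglia, by 2.91, 2.98, 2.20 and 1.35, and in all non-endothelial cells, by 3.05, 3.13, 2.35 and 0.86. A difference between the libraries in all cell types is therefore a candidate explanation for these 4 genes.

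*Lsmem1*, among the genes with the largest fall in ECs of both knockout libraries, fell as well in microglia, with log2 ratios of −3.87 (−4.74 to −3.12) in *Tspan12* KO and −5.80 in *Ctnnb1* cKO. A difference between the WT library and both others that is not limited to ECs is therefore a candidate explanation. In rods the counts were too few to decide.

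*Six3*, chosen after its values were seen, was at 10.5 CPM in WT, 110 CPM in *Tspan12* KO and 329 CPM in *Ctnnb1* cKO ECs. Its log2 ratios were 3.39 and 4.97. In microglia of the *Ctnnb1* cKO library the ratio was 0.47 (−0.04 to 1.01), which argues against free RNA of retinal cells. *Six3* in *Ctnnb1* cKO ECs reached 52.9% of its level in amacrine cells, while the amacrine markers reached 0.859% of theirs, at 9.36 against 1089 CPM. This argues against doublets with amacrine cells. The rise in *Ctnnb1* cKO was not limited to ECs, with log2 ratios of 1.81 (1.69 to 1.93) in rods, 0.57 (0.33 to 0.81) in Muller glia and 0.48 (0.35 to 0.61) in amacrine cells. The rod value compares different clusters, as 714 of the 785 *Ctnnb1* cKO rods were in a cluster with 5 WT cells. In all non-endothelial cells, where the mix of classes also differs, the ratio was −0.05 (−0.09 to 0.0007). A difference of that library that also reaches rods, Muller glia and amacrine cells could therefore contribute. In rods of the *Tspan12* KO library the ratio was −0.14 (−0.27 to −0.02), which argues against such a difference there. The genotype stays open, untested.

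ECs with Y-chromosome and no *Xist* UMIs made up 48.8% in WT, 6.80% in *Tspan12* KO and 15.4% in *Ctnnb1* cKO. ECs with *Xist* and no Y-chromosome UMIs made up 17.6%, 65.6% and 28.2%. In the same order, both were found in 132 of 541, 42 of 294 and 82 of 2712 ECs, and neither in 50, 39 and 1445. The tests of the sex mix left out ECs with both and with neither. Why ECs held both was not tested.

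The 3 libraries held 30172 cells after filtering. That is lower than the value quoted from the study above, which also covers data sets not used here.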
